A study of Mus musculus with 12 samples. Its data were reported in "Function of GATA Factors in the Adult Mouse Liver" (2013).

How the data were processed

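Total RNA was profiled from purified hepatocytes of adult mice homozygous for conditional (floxed) alleles of *Gata4* and *Gata6*, of a strain that the labels give as a cross of C57BL/6 and 129Sv, and 2.5 to 4.5 months old. The hepatocytes had been separated from other liver cells on a Percoll density gradient. The mice had received, 2 weeks earlier, an intravenous injection of adeno-associated virus serotype 8 in which the thyroxine-binding globulin (Tbg) promoter, active in hepatocytes, drove either Cre recombinase (AAV-Cre), which excises the floxed alleles, or green fluorescent protein (AAV-GFP) as the control. The labels put 6 samples in each group, each hybridised to 1 array of the Illumina MouseWG-6 v2 BeadChip. They do not say that every sample is a separate animal, so p-values here measure the spread between these samples.

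The authors amplified and labelled the RNA with the TargetAmp-Nano kit, kept samples of high RNA integrity, and exported from GenomeStudio a probe signal (an intensity on a linear scale, not background-subtracted) and a detection p-value for each probe and array. The software version was not given in the sources used here. The deposited detection p-value ranks a probe against the negative-control probes of its own array, of which about 936 were inferred from the p-value steps. The exported table held 45281 probes, and none of its signals was at or below 0. Because the background was left in the signal, folds of dim probes are compressed. The deposited value table holds intensities that the authors quantile-normalized between arrays and filtered on detection. It covers 19627 probes, its array medians lay between 563.733 and 563.842, and within each array it never fell with rising exported signal, lying a median 21.4% above the quantile-normalized signal computed here. The target distribution behind that offset stays unknown. Of the probes kept here, 934 were absent from the value table, among them 91 of the 100 brightest, and these have no gene name here.

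From the exported signal, values were quantile-normalized between arrays, and probes with a detection p above 0.05 on all 12 arrays were left out, both steps named in the study's methods. The log2 transformation was a choice made here. This kept 20561 probes. Gene symbols came from the platform annotation of the value table. Of its probes, 16568 had 1 symbol, 10 had several and 3049 had none, and 0 symbols were updated through the table of Entrez identifiers. The named probes covered 10838 genes, and 3993 kept probes were unnamed here. Genome coordinates were not used here, because no build is tied to the probes in the sources.

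The arrays labelled AAV-Cre were compared with those labelled AAV-GFP by limma (lmFit and eBayes, two-sided, version 3.58.1, in R 4.3.3), with Benjamini-Hochberg adjustment over all kept probes. A gene counted as called where at least 1 of its probes had an adjusted p under 0.05. Counts at an adjusted p under 0.25, with and without a fold of at least 1.5, are given as well, since these were the study's thresholds. Where a probe was detected on no array of a group, a bound is given as "at least N-fold": the bright group's mean against the dim group's mean of, per array, the higher of the lowest detected signal and the probe's own signal. The mean of the lowest detected value per array was 8.22 on the log2 scale. Exact two-sided permutation tests of the difference of means used all 924 assignments of the arrays, and 0.00216 is the smallest p they can give. Differences are log2 values of AAV-Cre minus AAV-GFP, with limma's standard error (SE) and 95% confidence interval.

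For 41 gene lists the most intense probe of each gene, by its mean over all arrays, entered limma's camera with the preset correlation of 0.01, adjusted over all lists. Camera with an estimated correlation and fry were run beside it. Members were also counted at an adjusted p under 0.05 over all probes and adjusted over the list alone. The lists covered targets, hepatocyte functions, metabolism, stress, sex-biased and zonated genes, markers of other cell types, and 3 lists taken from the study, of which 1 had been chosen by the study on these same samples. The design, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule named the excised genes with *Zfpm1*, the hepatocyte, endothelial, macrophage and bile duct genes *Hnf4a*, *F10*, *Alb*, *Pecam1*, *Cdh5*, *Cd68* and *Krt19*, and 6 genes that the study's text names as changed. It added the 10 higher and 10 lower genes with the largest difference among called genes, filled where fewer passed from genes at an adjusted p under 0.25, and up to 4 members with the lowest p of each list that passed or held a called gene. *Zfpm1*, *Cd68*, *Krt19*, *Tspan7* and *Soat2* were not analysed here, because no kept probe carries their name.

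The alternatives were the replicate number as a block, normexp background correction with quantile normalization (neqc, offset 16), median scaling, the authors' value table, no detection filter, detection on at least 6 arrays, 1 probe per gene, array weights, leaving out each array in turn, and significance analysis of microarrays (SAM, 100 permutations), the method named by the study. A fit without AAV-Cre replicate 3 and AAV-GFP replicate 4 together was added after seeing the data. The BeadChip and hybridisation batch of each array are not given in the sources, so no batch term was fitted.

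The steps were tested on simulated data for the comparison of AAV-Cre with AAV-GFP, with 200 of 20561 probes changed. At an adjusted p under 0.05 limma recovered 82.1% of probes changed 1.5-fold, 80.6% of those changed 2-fold and 95.5% of those changed 3-fold, and 2.27% of its calls were false. At an adjusted p under 0.25 it recovered 85.1%, 85.1% and 97.0%, with 19.1% of calls false. For SAM the same shares were 83.6%, 82.1% and 97.0% with 4.37% false at the stricter threshold, and 86.6%, 88.1% and 97.0% with 19.6% false at the looser. Without any change, 0 probes were called. The simulated noise was independent between probes, and each fold was added in full to normalized values. Shared variation between genes and the compressed folds of dim probes were not simulated, so these shares need not hold for the real arrays. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.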

Results

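Hepatocyte RNA from mice with floxed *Gata4* and *Gata6* was measured on 12 arrays, 6 labelled AAV-GFP and 6 labelled AAV-Cre, to ask which transcripts of the adult hepatocyte depend on these GATA transcription factors. Median exported signals ran from 215.38 to 287.53, and the signals of all arrays lay between 136 and 72782. Each array detected between 14318 and 16381 probes (31.6% to 36.2%), and 11952 probes were detected on all 12. Log2 values of array pairs correlated across probes at 0.966 to 0.989, with medians of 0.981 within and 0.980 between groups. Probes are not independent replicates, and the number of arrays limits the precision of every comparison.

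The excised genes were examined first. *Gata4*, the zinc finger factor targeted in both the single and the double excision, gave a signal at background in both groups: 7.87 ± 0.14 (SD, n = 6) on the AAV-GFP arrays and 8.06 ± 0.27 on the arrays labelled AAV-Cre. It was detected on 0 of 6 and 1 of 6 arrays, so its excision was not detectable with this probe (log2 difference 0.19, SE 0.12, adjusted p = 1, exact permutation p = 0.145). *Gata6* was read by 2 probes, and neither was lower in the arrays labelled AAV-Cre. Probe ILMN_2868133 rose from 9.88 ± 0.23 to 11.59 ± 0.37, a 3.26-fold difference seen without overlap (log2 difference 1.71, SE 0.16, adjusted p = 3.77e-04, exact permutation p = 0.00216, the smallest possible). Probe ILMN_1255968 was detected on 0 of 6 AAV-GFP arrays and 4 of 6 arrays labelled AAV-Cre, at least 1.06-fold higher in the latter, and did not pass (log2 difference 0.26, adjusted p = 0.80, exact permutation p = 0.0346). A targeted gene that is higher goes against the label, although a probe outside the deleted part checks nothing, and where these probes lie in the transcripts is not given in the sources used here. All directions that follow rest on the labels, and the groups are named accordingly. *Ces1g*, *Cd82*, *Cyp2c29* and *Abcg5* lay lower in the arrays labelled AAV-Cre, by 0.84, 0.62, 1.09 and 0.76 on the log2 scale. Of these genes only *Cd82* passed (adjusted p = 0.0421). The study lists them as lower after excision of both factors and names them as changed by RT-qPCR. Its list came from these same samples, so it cannot check their labels. In other mice, after excision of *Gata4* alone, the study also lists *Ces1g* as lower. *Zfpm2*, which encodes the cofactor FOG2, was detected on 2 of 6 AAV-GFP arrays and 1 of 6 labelled AAV-Cre, with means of 8.04 and 8.08 at background, so its difference of 0.04 says nothing about the transcript. Of the list of GATA and FOG family genes 3 were measured, 1 rose and 2 did not pass over all probes, with 1 higher when adjusted over the list alone. The list passed camera (adjusted p = 3.01e-04), and its adjusted p = 0.0608 with an estimated correlation. Since *Gata4* and *Zfpm2* lay at background, this result repeats that of *Gata6* probe ILMN_2868133. With detection on at least 6 arrays the list's mean was 1.71, the difference of that probe.

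**Figure D1:**
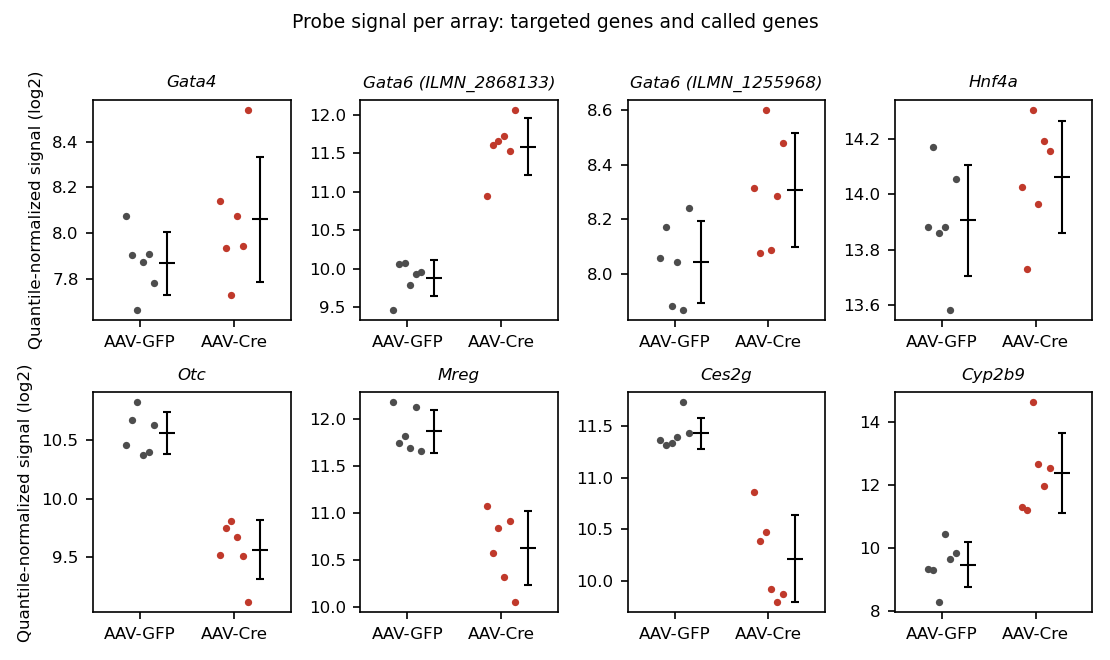
Quantile-normalized log2 signal of 8 probes on each array, with 1 point per array (dark grey, AAV-GFP; red, arrays labelled AAV-Cre) and, beside the points, the group mean with 1 SD. *Gata4* stayed near background in both groups, *Gata6* probe ILMN_2868133 rose from 9.88 to 11.59, *Otc* fell from 10.56 to 9.56 and *Cyp2b9* rose from 9.48 to 12.39.

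Most transcripts called in the arrays labelled AAV-Cre were lower. *Otc*, which encodes the urea cycle enzyme ornithine transcarbamylase, fell from 10.56 ± 0.18 to 9.56 ± 0.25 (SD, n = 6), 1.99-fold lower (adjusted p = 0.00242). *Mbl2*, a mannose-binding lectin of the complement system, was 1.83-fold lower (adjusted p = 0.0129), the carboxylesterase *Ces2g* 2.31-fold (adjusted p = 0.00743), the aldehyde dehydrogenase *Aldh1a7* 1.87-fold (adjusted p = 0.00434) and the quinone reductase *Nqo2* 1.55-fold, the last at all 3 of its probes (adjusted p = 0.00242 for the brightest). In the other direction *Cyp2b9*, a cytochrome P450 more abundant in female than in male mouse liver, rose 7.53-fold from 9.48 ± 0.72 to 12.39 ± 1.26 (adjusted p = 0.0421). At the probes given, the arrays of the 2 groups did not overlap for any of these genes, and *Ces2g* was called at 1 of its 2 probes.

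The other lower genes chosen by size were the desmosomal cadherin *Dsg1c*, whose signal fell by 1.39 on the log2 scale (adjusted p = 0.0146) to a mean of 8.18 at background, detected on 3 of 6 arrays labelled AAV-Cre, *Mreg*, encoding melanoregulin (fell by 1.24, adjusted p = 0.00668), the solute carrier *Slc17a4* (fell by 1.13, adjusted p = 0.0329), the zinc finger gene *Zfp445* (fell by 0.77, adjusted p = 0.0421), the lysoplasmalogenase *Tmem86b* (fell by 0.71, adjusted p = 0.0237) and the choline transporter *Slc44a1* (fell by 0.69 at 1 of its 3 probes, adjusted p = 0.0132). The ATP-binding cassette transporter *Abca8a* (log2 difference 0.72, adjusted p = 0.0229) and *Tmem185a* (0.50, adjusted p = 0.0241) rose together with *Cyp2b9* and *Gata6*. These 4 were all the genes called higher, so the rule was filled from genes at an adjusted p under 0.25. *Serpina7*, which encodes thyroxine-binding globulin, differed by 1.62 (adjusted p = 0.161) and *Ildr2* by 1.28 (adjusted p = 0.0970). *Amn*, a subunit of the intestinal and renal vitamin B12 receptor, differed by 1.21 (adjusted p = 0.0743). The signal of *Syne4* differed by 0.74 (adjusted p = 0.172), but its AAV-GFP mean of 8.20 was at background, detected on 1 of 6 arrays. *Rad51b*, a recombination factor, and *Cables1* were detected on no AAV-GFP array and were at least 1.25-fold (adjusted p = 0.0581) and 1.36-fold (adjusted p = 0.200) higher. Leaving out 1 array brought some of these past the threshold: *Ildr2* without AAV-Cre replicate 4 (adjusted p = 0.0406), *Amn* without AAV-GFP replicate 1 or AAV-Cre replicate 5 (lowest adjusted p = 0.0198), *Rad51b* without AAV-GFP replicate 1 or AAV-Cre replicate 1 (lowest adjusted p = 0.0189) and *Cables1* without AAV-Cre replicate 1 (adjusted p = 0.00229).

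In all, 34 probes passed at an adjusted p under 0.05, 5 higher and 29 lower, of which 7 have no gene name here. They stood for 24 genes, 4 higher and 20 lower. The largest difference belonged to an unnamed probe, ILMN_2476405, singled out after its values were seen: it fell from 14.63 ± 1.03 to 8.07 ± 0.14 (SD, n = 6), to background on the arrays labelled AAV-Cre (log2 difference -6.56, SE 0.37, adjusted p = 1.88e-06, exact permutation p = 0.00216). Since 5 of those 6 arrays did not detect it, the size of the fall in the transcript is not measured by this difference of signals. At an adjusted p under 0.25 there were 89 genes (31 higher, 58 lower), and with a fold of at least 1.5 there were 44 (12 higher, 32 lower, 72.7% lower). SAM called 56, 136 and 63 genes at the same 3 thresholds and included all 24 and all 89 genes of limma. At an unadjusted p under 0.05 there were 1039 of 20561 probes, near the share of 0.05 that chance alone gives. Their directions were even, with 519 higher and 520 lower, which says little about the balance of real changes. The groups did not overlap for 103 probes, 0.501% of those kept, where chance gives 0.217%. Of 10 called genes with several probes, 9 had every probe on the same side of 0, the exception being *Sh3bgrl2*. *Dsg1c*, *Zfp445* and *Tmem86b*, like *Ces2g*, were each called at 1 of 2 probes.

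All 34 probes kept their sign under every setting, but their calls depended on the scaling: with median scaling 3 genes passed at an adjusted p under 0.05 (*Gata6*, *Otc* and *Abca8a*), and at the looser threshold with a fold of at least 1.5 there were 7 higher and 8 lower genes (53.3% lower). Of the 24 genes, 9 passed in each of the 12 fits that left out 1 array (*Gata6*, *Otc*, *Aldh1a7*, *Nqo2*, *Mbl2*, *Mreg*, *Dsg1c*, *Ces2g* and *Slc44a1*), and 15 failed in at least 1. *Cyp2b9* passed only without AAV-Cre replicate 1, 2 or 3 (adjusted p from 0.0188 to 0.118 over the 12 fits), *Slc17a4* only without AAV-Cre replicate 1 or 3 (0.00244 to 0.104) and *Zfp445* only without AAV-GFP replicate 4 or AAV-Cre replicate 1 (0.0192 to 0.118). *Abca8a* failed without AAV-GFP replicate 1, 3, 5 or 6 or AAV-Cre replicate 3, 5 or 6 (0.0159 to 0.0741), *Tmem185a* without AAV-GFP replicate 2 to 6 or AAV-Cre replicate 3, 4 or 6 (0.0183 to 0.0817) and *Tmem86b* without AAV-GFP replicate 2, 3 or 4 or AAV-Cre replicate 3 to 6 (0.0172 to 0.0766). The number of called genes fell to 11 without AAV-GFP replicate 2 or 3, 14 without AAV-GFP replicate 4 or 6, 12 without AAV-GFP replicate 5, 15 without AAV-Cre replicate 4 and 10 without AAV-Cre replicate 6. At an adjusted p under 0.25 it fell to 57 without AAV-GFP replicate 2 or AAV-Cre replicate 6 and to 49 without AAV-Cre replicate 5, which also lowered the count with a fold of at least 1.5 to 26. By its sex-linked transcripts AAV-Cre replicate 3 read as female and the other arrays as male. The counts over all arrays thus mix sex in the AAV-Cre group only. Without that array the 3 counts were 19, 73 and 41. With the replicate number as a block, 9 of the 24 genes passed.

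**Figure D2:**
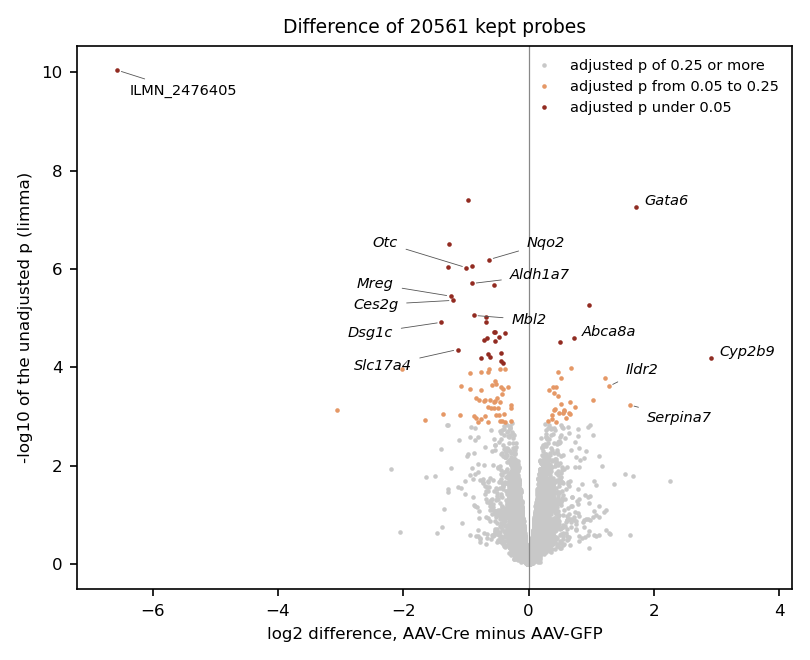
Log2 difference of each of 20561 kept probes, AAV-Cre minus AAV-GFP as labelled, against the negative log10 of the unadjusted limma p; each point is 1 probe, coloured by its adjusted p. Of the 34 dark points 29 lie on the lower side, and a probe with no gene name here stands far from the rest at -6.56, a difference of signals whose AAV-Cre side was at background.

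Hepatocyte marker genes differed by less than the spread between arrays. *Hnf4a*, a nuclear receptor central to hepatocyte identity, gave 13.91 ± 0.20 and 14.06 ± 0.20 (SD, n = 6; log2 difference 0.16, 95% confidence interval -0.08 to 0.39, exact permutation p = 0.212). *F10*, encoding coagulation factor X, differed by 0.01 (interval -0.14 to 0.16, exact permutation p = 0.861). *Alb*, encoding serum albumin, differed by -0.02 (interval -0.33 to 0.29, exact permutation p = 0.887). That difference turned to 0.04 with median scaling and lay between -0.12 and 0.06 when single arrays were left out. The *Alb* probe read 9.65 on the AAV-GFP arrays and 9.63 on those labelled AAV-Cre, far below *Hnf4a* and *F10*. Of the 100 brightest probes 91 have no gene name here, so this result covers this dim probe and not albumin mRNA as a whole. The endothelial genes *Pecam1* (-0.003 and -0.17 at its 2 probes, both at background) and *Cdh5* (-0.02 and -0.08, the second at background) did not pass, and the first probe of each turned sign with median scaling (to 0.02 and 0.008). The list of hepatocyte transcription factors had 18 members measured and a median of 0.10 (adjusted p = 0.431), plasma proteins 15 with a median of -0.02 (adjusted p = 0.452), coagulation factors 18 with a median of 0.03 (adjusted p = 0.127, and 0.0306 with median scaling) and the serpin gene cluster 10 with a median of -0.02 (adjusted p = 0.967). Among plasma proteins *Mbl2* fell and 14 did not pass. Adjusted over the list alone *Mbl2* and *Apoa2* (-0.34) were lower and *Mbl1* (0.46) higher, while *Apob* differed by 0.15. Among coagulation factors 0 passed over all probes, and *F7* (0.27) was higher when adjusted over the list alone.

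Among genes of drug and xenobiotic metabolism, the carboxylesterases were the list whose shift to lower values in the arrays labelled AAV-Cre passed every test. Of 12 carboxylesterases, enzymes that hydrolyse esters of drugs and lipids, 0 rose, 1 fell and 11 did not pass over all probes, while 6 were lower when adjusted over the list alone (5 above 0 and 7 below, median -0.27, camera adjusted p = 2.86e-05, adjusted p = 0.0353 with an estimated correlation). *Ces2g* fell by 1.21 on the log2 scale, and *Ces1g*, *Ces1e* and *Aadac* differed by -0.84 (adjusted p = 0.216), -0.60 (adjusted p = 0.278) and -0.38 (adjusted p = 0.239). Of 26 cytochrome P450 genes of families 1 to 3, *Cyp2b9* rose, *Cyp2a12* fell by 0.39 (adjusted p = 0.0204) and 24 did not pass. Adjusted over the list alone 1 was higher and 7 were lower (10 above 0 and 16 below, median -0.14, camera adjusted p = 2.59e-04). This list's adjusted p = 0.0608 with an estimated correlation. *Cyp2c29* and *Cyp2u1* differed by -1.09 (adjusted p = 0.201, and 0.0488 without AAV-GFP replicate 6) and -0.76 (adjusted p = 0.102). *Cyp2a12* failed without AAV-GFP replicate 2, 3 or 5 or AAV-Cre replicate 4 or 6 (adjusted p from 0.0233 to 0.0666). Of 37 phase II conjugation genes 0 passed over all probes, and the glutathione transferases *Gstm4* (-0.65), *Gstt1* (-0.70) and *Gstm1* (-0.53) were the 3 lower when adjusted over the list alone, with *Gstm7* at -0.30. *Gstt1* passed over all probes without AAV-Cre replicate 3 (adjusted p = 0.00788). That list had 13 members above 0, 24 below and a median of -0.15 (camera adjusted p = 0.0168, and adjusted p = 0.380 with an estimated correlation). It did not pass without AAV-GFP replicate 4 or 5 or AAV-Cre replicate 3, with adjusted p between 0.00264 and 0.0995 over the 12 fits that left out 1 array. Of the carboxylesterases 2, and of the P450 genes 3, are also in the list the study chose on these samples. The P450 list shares 3 members with the female-biased and 2 with the male-biased list, and the phase II list 2 with each. In both sex-biased lists AAV-Cre replicate 3 stood apart, and its mean of erythroid markers was high too.

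No single transcript of the fatty acid lists passed. Of 18 fatty acid synthesis genes 0 passed over all probes and 0 when adjusted over the list alone, and the list was lower on balance (median -0.22, camera adjusted p = 0.0451, adjusted p = 0.571 with an estimated correlation). *Acss2*, which makes acetyl-CoA from acetate, differed by -0.74 (adjusted p = 0.803), the lipogenic regulator *Srebf1* by -0.61, *Acacb* by -0.54 and *Acly* by -0.46 (adjusted p = 1 each). *Srebf1* and *Acly* were highest on AAV-GFP replicate 5 (12.00 and 15.40), without which they differed by -0.34 and -0.29. Of 20 fatty acid oxidation genes 19 were above 0 and 0 passed, either over all probes or adjusted over the list alone (median 0.12, camera adjusted p = 0.0146, adjusted p = 0.571 with an estimated correlation). *Ech1* differed by 0.26 (adjusted p = 0.883), and *Pdk4*, *Slc25a20* and *Acads* by 0.55, 0.17 and 0.10 (adjusted p = 1 each). The synthesis list failed without AAV-GFP replicate 1 or 5 or AAV-Cre replicate 2, 4 or 5 (adjusted p from 0.00241 to 0.604), with background correction (adjusted p = 0.0608), on the authors' values (adjusted p = 0.0537) and with detection on at least 6 arrays (adjusted p = 0.0780). The oxidation list failed without AAV-GFP replicate 1, 2 or 3 or AAV-Cre replicate 5 or 6 (adjusted p from 2.51e-05 to 0.160).

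Cholesterol and bile acid lists did not pass. Of 16 cholesterol biosynthesis genes 0 passed (median 0.00, adjusted p = 0.591). *Abcg5* and *Abcg8*, the 2 parts of the exporter that secretes sterols into bile, differed by -0.76 (adjusted p = 0.223) and -0.79 (adjusted p = 0.143) and were the 2 of 11 sterol efflux genes lower when adjusted over the list alone, with 0 called over all probes. That list's median was 0.08, its mean -0.19 and its test pointed lower (adjusted p = 0.431). Of 24 bile acid genes 0 passed over all probes, and *Baat* (-0.65, adjusted p = 0.0600) and *Acox2* (-0.56, adjusted p = 0.343) were the 2 lower when adjusted over the list alone (median -0.01, adjusted p = 0.431), a list that shares 2 members with the male-biased list. Gluconeogenesis and glycolysis had a median of -0.02, a mean of 0.04 and a test pointing lower (19 genes, adjusted p = 0.967). Of 21 genes of the urea cycle and amino acid catabolism *Otc* fell and 20 did not pass (median -0.02, adjusted p = 0.431). *Bhmt*, a methyltransferase of methionine synthesis, differed by -0.94 (adjusted p = 0.0613) and with *Otc* was lower when adjusted over the list alone; it passed over all probes without AAV-Cre replicate 2 (adjusted p = 0.0128). *Glul* and *Cth* differed by 0.27 each. For *Glul* that is a difference of signals only, as its AAV-GFP mean of 8.12 was at background, detected on 1 of 6 arrays.

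Acute phase genes, which the liver induces in inflammation, were higher on balance in the arrays labelled AAV-Cre, with 15 of 19 above 0. None passed singly, 0 over all probes and 0 when adjusted over the list alone (median 0.37, camera adjusted p = 1.72e-04, adjusted p = 0.414 with an estimated correlation). AAV-Cre replicate 2 carried much of the shift: the list's mean was 0.92 above the average there and -0.17 to 0.26 on the other AAV-Cre arrays, and the mean difference went from 0.38 to 0.24 without that array (adjusted p = 0.0171). The haemoglobin-binding protein *Hp* differed by 0.48 (adjusted p = 0.387), *Itih3* by 0.37 (adjusted p = 0.590), *Lcn2*, which encodes a siderophore-binding protein, by 1.17 (adjusted p = 0.638; 0.82 without AAV-Cre replicate 2, where it read 12.42) and *Fgl1* by 0.85 (adjusted p = 0.807). Of 11 p53 response genes the kinase *Plk2* fell by 0.47 (adjusted p = 0.0229), 10 did not pass and 1 was lower when adjusted over the list alone (median -0.11, camera adjusted p = 0.0445, adjusted p = 0.539 with an estimated correlation). *Ccng1*, *Bbc3* and *Mdm2* differed by -0.42, -0.28 and -0.16 (adjusted p = 1 each). The p53 list failed without AAV-GFP replicate 3, 4 or 5 or AAV-Cre replicate 1, 2, 3 or 5, with adjusted p from 0.00442 to 0.261, and *Plk2* without AAV-GFP replicate 2, 3 or 6 or AAV-Cre replicate 2 or 6 (0.0172 to 0.0666).

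Other stress, signalling and growth genes gave lists that did not pass. These were NRF2 antioxidant genes (10 measured, median -0.01, adjusted p = 0.602), hepcidin and BMP response (15, -0.14, adjusted p = 0.129), growth hormone and STAT5 response (11, 0.11, adjusted p = 0.431), endoplasmic reticulum stress and ATF4 (16, 0.12, adjusted p = 0.0620), cell cycle (15, 0.00, adjusted p = 0.602), fetal liver genes (3, 0.13, adjusted p = 0.134) and the circadian clock (14, -0.05, adjusted p = 0.431). The interferon response had a median of 0.01 with a test pointing lower (20 genes, adjusted p = 0.967) and passed without AAV-Cre replicate 1 (adjusted p = 6.13e-04). On that array the list's mean stood 1.003 above the average, against -0.445 to 0.077 on the other AAV-Cre arrays. The endoplasmic reticulum stress list passed without AAV-GFP replicate 1 (adjusted p = 0.0145), AAV-GFP replicate 3 (0.0234) or AAV-Cre replicate 2 (0.0254), 4 (0.0273) or 6 (0.0289). Immediate early and isolation stress genes had a median of 0.02 (20 genes, adjusted p = 0.576), with *Fos* (0.98, adjusted p = 0.260) the 1 higher when adjusted over the list alone.

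**Figure D3:**
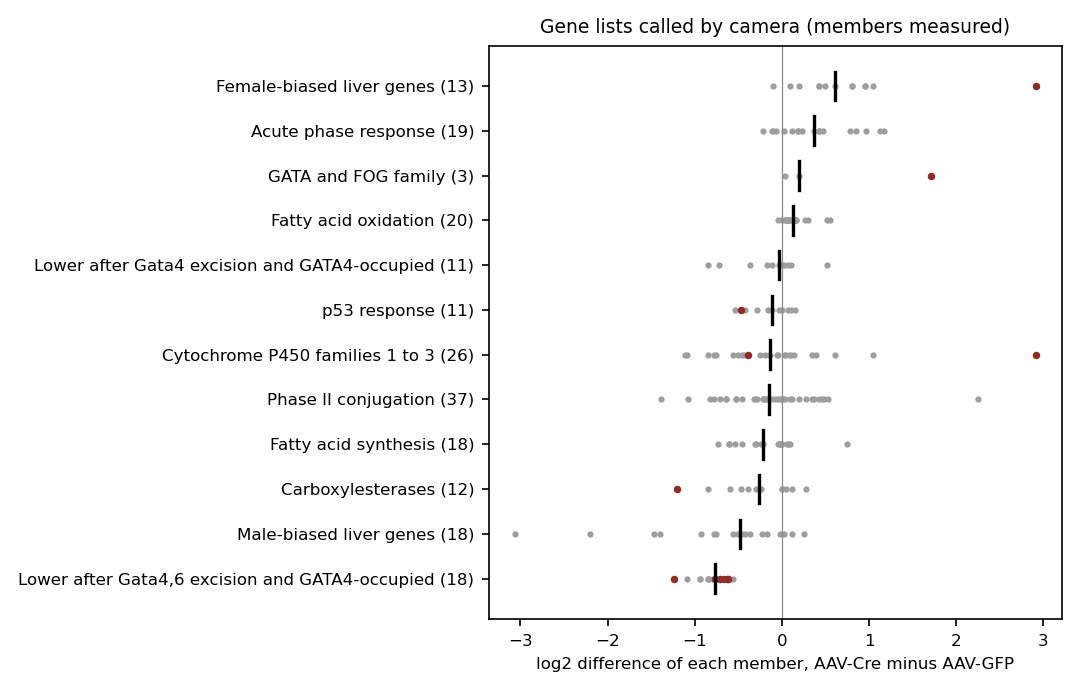
Log2 difference of each measured member, AAV-Cre minus AAV-GFP as labelled, for the 12 gene lists that passed camera; each point is a gene, dark red where its adjusted p over all probes was under 0.05, and each black bar is the list's median. Medians ran from -0.76 for the list chosen by the study on these samples to 0.61 for female-biased liver genes.

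Sex-biased liver genes differed between the groups, and much of that difference lay in 1 array. The female-biased list was higher in the arrays labelled AAV-Cre (13 genes, median 0.61, camera adjusted p = 4.25e-05, adjusted p = 0.441 with an estimated correlation), and the male-biased list lower (18 genes, median -0.48, camera adjusted p = 1.68e-04, adjusted p = 0.539 with an estimated correlation). Of the female-biased genes *Cyp2b9* rose and 12 did not pass, with 1 higher when adjusted over the list alone. *Cyp17a1* differed by 0.95 (adjusted p = 0.977), *Fmo2* by 0.19 (adjusted p = 1) and *Slc22a26*, detected on no AAV-GFP array, was at least 1.45-fold higher (adjusted p = 1), a bound that comes from AAV-Cre replicate 3 (12.03, other AAV-Cre arrays at most 8.46), without which the difference was 0.29 and at background. Of the male-biased genes 0 passed over all probes, and *Cyp4a12b* (-3.06, adjusted p = 0.179), *Cyp2u1* (-0.76, adjusted p = 0.102) and *Selenbp2* (-1.40, adjusted p = 0.447) were the 3 lower when adjusted over the list alone, with *Hsd3b5* at -2.20 (adjusted p = 0.667). On AAV-Cre replicate 3 *Xist*, the X-inactivation transcript, read 13.20 at probe ILMN_1224091, which was at most 7.93 on every other array, and was highest there at its other 3 probes too. The Y-linked *Eif2s3y* read 7.75 there at probe ILMN_1241001 and 11.53 to 11.89 elsewhere. *Kdm5d* and *Uty*, also Y-linked, were lowest there (7.98 and 7.92). These transcripts mark that array as female and the others as male. Its mean of erythroid markers was also high, although *Alas2* was lowest there. Without that array neither list passed (mean 0.32, adjusted p = 0.0547; mean -0.30, adjusted p = 0.274), whereas *Cyp2b9* still passed (log2 difference 2.46, adjusted p = 0.0188). The sex-linked genes as a list (4 measured) had a median of -0.06, a mean of 0.03 and a test pointing lower (adjusted p = 0.836). *Xist* and the Y-linked members go opposite ways with sex and cancel in this test, which therefore says nothing about them. Even on AAV-Cre replicate 3 the list's mean deviation was 0.001.

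**Figure D4:**
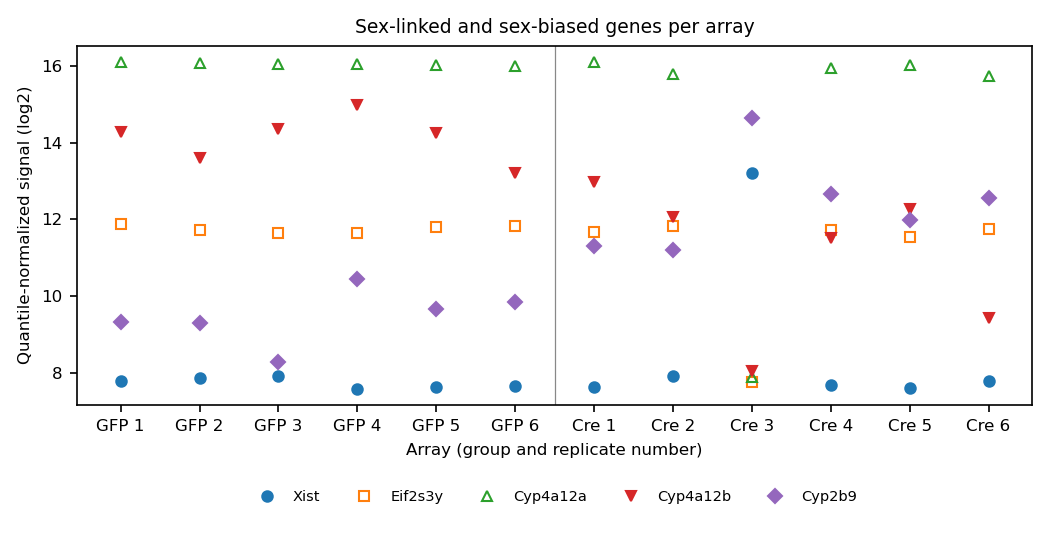
Quantile-normalized log2 signal of *Xist* (ILMN_1224091), *Eif2s3y* (ILMN_1241001), *Cyp4a12a*, *Cyp4a12b* and *Cyp2b9* on each of the 12 arrays, with 1 symbol per gene and a vertical line between the groups. AAV-Cre replicate 3 stands apart, with *Xist* at 13.20 and *Cyp4a12a* at 7.89, while *Cyp2b9* was higher on all 6 arrays labelled AAV-Cre.

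Lists drawn from the study were tested last. The list of genes lower after excision of both factors and occupied by GATA4 had 18 members measured, all below 0 (median -0.76). *Nqo2*, *Mreg*, *Adap2* (fell by 0.67, adjusted p = 0.0229), *Tmem86b*, the tetraspanin *Cd82* (fell by 0.62, adjusted p = 0.0421) and *Zfp445* fell over all probes, 12 did not pass, 0 rose, and all 18 were lower when adjusted over the list alone (camera adjusted p = 1.29e-43, adjusted p = 2.44e-05 with an estimated correlation). The study chose this list on these samples, so neither count nor test is independent evidence of its direction. The list lower after excision of *Gata4* alone, chosen on other mice, had 11 members, with 0 called over all probes and *Ces1g* and *Rnd2* lower when adjusted over the list alone (median -0.03, camera adjusted p = 0.0451, adjusted p = 0.539 with an estimated correlation). *Rnd2* (adjusted p = 0.545) was detected on 0 of 6 arrays labelled AAV-Cre and 3 of 6 AAV-GFP arrays, at least 1.05-fold higher in the latter, and *Pdlim1* and *Ahctf1* differed by -0.72 (adjusted p = 0.800) and -0.11 (adjusted p = 1). This list failed without AAV-GFP replicate 1, 2, 5 or 6 or AAV-Cre replicate 1, 4, 5 or 6 (adjusted p from 5.59e-04 to 0.232), on the authors' values (adjusted p = 0.0573) and with detection on at least 6 arrays (adjusted p = 0.165). The list higher after excision of *Gata4* alone (18 measured, 0 passing, median 0.09) did not pass (adjusted p = 0.217), except without AAV-Cre replicate 3 (adjusted p = 0.00313). *Adap2* failed without AAV-GFP replicate 1, 2, 3, 4 or 6 or AAV-Cre replicate 2 or 6 (adjusted p from 0.0189 to 0.0669), and *Cd82* passed only without AAV-Cre replicate 1 (0.0126 to 0.126).

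Markers of other cells and of liver zones did not pass camera. Pericentral hepatocyte genes had a median of -0.04 (15 measured, adjusted p = 0.127) with *Cyp2c29* the 1 lower when adjusted over the list alone. Periportal genes had a median of 0.13, a mean of -0.03 and a test pointing lower (13 measured, adjusted p = 0.967), with *Aldh1b1* (-1.29, adjusted p = 0.258) lower when adjusted over the list alone. Medians were -0.03 for endothelial cells (24 measured, adjusted p = 0.944), -0.04 for Kupffer cells and macrophages (15, adjusted p = 0.602), 0.08 for cholangiocytes (5, adjusted p = 0.134), -0.00 for stellate cells and fibroblasts (11, adjusted p = 0.836), -0.05 for lymphocytes (8, adjusted p = 0.431) and -0.06 for neutrophils (7, adjusted p = 0.944). Among stellate genes *Reln* (-0.88, adjusted p = 0.205) was lower when adjusted over the list alone. Erythroid markers had a median of 0.97 (5 measured, adjusted p = 0.431). Their mean stood 1.25 above the average on AAV-GFP replicate 4 and 1.41 above it on AAV-Cre replicate 3. On the latter the member *Alas2* was lowest of all arrays (9.65, others 12.16 to 13.08), so that mean does not hold for every marker. Leaving out 1 array brought 5 of these lists past the threshold: pericentral genes without AAV-GFP replicate 3 (adjusted p = 0.0446) or AAV-Cre replicate 2 (0.0371), endothelial genes without AAV-GFP replicate 2 (0.0208, lower), erythroid and neutrophil genes without AAV-GFP replicate 4 (0.0308 each, higher) and cholangiocyte genes without AAV-Cre replicate 3 (0.0342).

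The calls of several gene lists changed once the 2 arrays with the highest mean of erythroid markers, called erythroid-high below, were left out. Without AAV-GFP replicate 4 and AAV-Cre replicate 3, a choice made after seeing the data, 12 genes passed at an adjusted p under 0.05, 55 at an adjusted p under 0.25 and 33 with a fold of at least 1.5. The phase II (adjusted p = 0.301), p53 (0.226), female-biased (0.0839) and male-biased (0.314) lists then failed, and the erythroid (5.86e-04), cholangiocyte (0.0439) and higher-after-*Gata4*-excision (0.00363) lists passed. For the erythroid list this pass is no test. Both arrays were left out for their high erythroid mean, which narrows the spread of that list within each group. Of the 41 lists 12 passed camera, 4 higher and 8 lower, 2 passed with an estimated correlation (the carboxylesterases and the list chosen on these samples) and 4 passed fry, which compares no list with other genes. Of 100 splits of the arrays, the real one and others drawn at random, 18 gave as many lists.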

Values the study reported

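The study compared 6 samples per group and reported, by SAM, 137 genes at a false discovery rate below 25% with no requirement on fold. With a change of more than 1.5 fold at that rate, it counted 3 genes as higher and 48 as lower after excision of both factors. Apart from the arrays, it described the mRNAs of GATA4 and GATA6 as depleted, FOG1 mRNA and protein as lower, and GATA4 protein and its binding at the target genes examined as lost. Genes it remeasured by RT-qPCR changed or tended the way its arrays had shown.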

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

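All tests of explanations in this part, apart from the splits of the arrays counted by genes called, were chosen only after the results they concern were seen. In each group of 6 arrays, a value was marked where 1 array stood far from the others (Dixon's test at 95%). It covered the named genes, the unnamed probes given here, the lists of other cell types and sex-biased genes, median signals and probes detected. Other gene lists were not tested in this way. The test marked 13 of 176 groups, where chance marks about 1 in 20, or 8.8. Of the 13, 8 lay in AAV-GFP arrays, 4 in AAV-Cre replicate 3 and 1 in another AAV-Cre array.

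Among genes, *Abcg5* read 12.03 on AAV-Cre replicate 1 (the other AAV-Cre arrays 12.89 to 13.31), *Rad51b* 8.157 on AAV-GFP replicate 1 (others 7.75 to 7.861), *Ces2g* 11.73 on AAV-GFP replicate 5 (11.31 to 11.43), *Mbl2* 13.69 on AAV-GFP replicate 6 (14.13 to 14.35), *Ech1* 14.73 on AAV-GFP replicate 6 (14.48 to 14.55) and *Slc22a26* 12.03 on AAV-Cre replicate 3 (7.758 to 8.458). The unnamed probe ILMN_2539925 read 8.723 on AAV-GFP replicate 5 (10.54 to 11.17).

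Among gene lists, scored as the mean deviation of their members from the average array, endothelial genes stood at -0.5834 on AAV-GFP replicate 2 (others 0.03191 to 0.2377) and neutrophil genes at 0.804 on AAV-GFP replicate 4 (-0.1914 to -0.1071). Erythroid genes stood at 1.249 on AAV-GFP replicate 4 (-0.7558 to -0.4129) and 1.407 on AAV-Cre replicate 3 (-0.138 to 0.3593). Female-biased genes stood at 2.343 on AAV-Cre replicate 3 (-0.4708 to 0.3038) and male-biased genes at -2.474 (-0.513 to 0.5628).

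The *Gata6* probe that was higher in the arrays labelled AAV-Cre was weighed first. Scaling was excluded as its cause, since the lowest difference under the other normalizations was 1.743. RNA from endothelial cells was excluded as well, because the 14 endothelial markers detected on all arrays had a median difference of -0.05199 (SD 0.157, highest 0.467 for *Stab2*). RNA from cholangiocytes stays open, although the Percoll gradient should have removed most such cells, with a median of 0.4908 over 3 markers (SD 0.788, highest 1.54 for *Krt23*). A transcript part that excision leaves in place could also explain the signal, and the other *Gata6* probe, at 0.2624, does not decide it, because neither probe's place in the gene is given in the sources used here.

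The unnamed probe ILMN_2476405, at background in the arrays labelled AAV-Cre, was weighed next. Scaling was excluded, since its smallest fall under the other normalizations was -6.519. RNA from the injected GFP vector could produce such a signal, as all 6 AAV-GFP arrays detected the probe, but no probe sequence was used here. A variant that differs between mice of the crossed strain may do so too: 4 other probes had a gap over 3 that parted other sets of arrays (*Serpina1e* with a gap of 6.07, *Tmem14c* 5.07, *Nnmt* 4.81 and *H2-D1* 3.56). No biological explanation was tested.

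Sex-biased genes were weighed last. Without AAV-Cre replicate 3, where *Xist* was high and *Eif2s3y* (ILMN_1241001) read 7.752 and was not detected, the mean of the female-biased list was 0.3237 and that of the male-biased list -0.296. That array could therefore account for much of both shifts, while the remainder stays open. Of the male-biased genes, *Cyp4a12b* still differed by -2.46 and *Hsd3b5* by -1.53 without it. Neither was called in any fit that left out 1 array (lowest adjusted p = 0.0757 and 0.232). By contrast, *Cyp4a12a* read 15.74 to 16.10 on the other AAV-Cre arrays, close to 15.99 to 16.11 on the AAV-GFP arrays. AAV-Cre replicate 3 was excluded as the whole cause of the difference in *Cyp2b9*, which was 2.46 without it. A mixture of male and female RNA on that array was excluded, because *Eif2s3y* lay at background there.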

How the results depend on the processing

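The fit without AAV-GFP replicate 4 and AAV-Cre replicate 3 was chosen after the result was seen, and the other settings before the data were examined. At an adjusted p under 0.05 and under 0.25 the counts of genes were 24 and 89. They were 13 and 142 with the replicate number as a block, 11 and 41 with background correction, 3 and 26 with median scaling, 12 and 55 without both erythroid-high arrays, and 56 and 136 by SAM. With median scaling 15 genes had a fold of at least 1.5 as well, of which 53.3% were lower, and *Alb* (0.0381), *Pecam1* (0.0213) and *Cdh5* (0.00807) turned sign. Array weights turned *F10* (-0.00742) and *Zfpm2* (-0.00683). Leaving out both erythroid-high arrays turned *F10* (-0.0101) and *Pecam1* (0.0326). Of 12 lists called, 2 passed with an estimated correlation and 4 by fry. Leaving out each array in turn gave 10 to 30 genes at an adjusted p under 0.05, 49 to 131 under 0.25 and 26 to 61 with a fold of at least 1.5, and -0.118 to 0.0612 for *Alb*, -0.0147 to 0.0476 for *F10*, -0.0480 to 0.0480 for *Pecam1*, -0.0900 to 0.0396 for *Cdh5* and -0.0198 to 0.0737 for *Zfpm2*. The cause was not tested. Of 1458 values of other named genes under these settings 1303 kept their side of the threshold and their direction, 126 lost the call, 14 gained it and 15 reversed. Of 276 shifts of the 12 called lists 218 kept the call, 58 lost it and 0 reversed. *Gata6* and *Otc* were called under every one of 21 settings.

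The labels share replicate numbers between groups without saying that a number marks a pair. Deviations of same-numbered arrays correlated at 0.399, 0.130, -0.0337, 0.216, -0.195 and 0.367, so 4 of 6 pairs were over 0.1, and 7 of 12 arrays correlated best with their own number. The numbers were not taken as pairs, because the condition set before the data were examined was that all 6 be over 0.1. For its RT-qPCR after excision of both factors the study used a paired t test. A pairing of the arrays can therefore not be ruled out, and the unpaired calls rest on this choice. Of the 24 called genes 9 were among the 13 called with the block. With the block, the list lower after excision of *Gata4* alone did not pass (adjusted p = 0.0643) and the endoplasmic reticulum stress list did (adjusted p = 0.00895). A fit with the BeadChip as a block was not run, since the sources do not give it. Signal over background limits what dim probes can show, such as that of *Gata4*, which lay near the lowest detected signal on all arrays.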

Other observations

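Several genes gave a far higher signal on some arrays than on others, apart from the grouping, a pattern that these probes were picked for after their values were seen. *Serpina1e*, 1 of the mouse alpha-1 antitrypsin genes, read at most 9.97 on 6 arrays and at least 16.04 on the other 6, of which 2 were labelled AAV-Cre. The labels give the mice as a cross of C57BL/6 and 129Sv, and sequence differences between strains at these probes were not analysed here.

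Cholesterol biosynthesis genes varied between arrays together, with a correlation of 0.689 estimated between members, but not with the labels. Their mean stood above the average by 0.47 on AAV-GFP replicate 1, 0.52 on AAV-GFP replicate 5, 0.80 on AAV-Cre replicate 1 and 0.66 on AAV-Cre replicate 3. These 4 arrays fell on the same side in each of 3 other splits of the arrays. Those were the splits, among the 100 examined, with more genes at an adjusted p under 0.25 than the labels (397, 323 and 232). This points to a structure of the samples apart from the labels.

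The splits by direction and by number of lists were chosen only after the result was seen. The splits of the 12 arrays into 2 groups of 6 were 100 in number, the real one and others drawn at random from all possible ones. Of these, 1 gave as many genes at an adjusted p under 0.05 as the labels (24, highest other split 6). At an adjusted p under 0.25 there were 4 such splits (89 genes, highest other 397), with a fold of at least 1.5 again 4 (44 genes, highest other 82), and for the genes of the more frequent direction 4 (32 genes, highest other 62). A chance parting of the arrays is unlikely to account for the count at an adjusted p under 0.05, which lay above every other split drawn. For the other 3 counts 3 other splits gave at least as many genes as the labels, so chance is set aside less firmly there. The count of the more frequent direction follows the total called and is no test of the imbalance. For the number of gene lists called, 18 splits gave as many (12 lists, highest other 17), so chance could account for that number.

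With the thresholds the study used, 12 genes were higher by limma and 19 by SAM. Both are higher than the value quoted from the study above, which was counted by SAM, so that limma is an unlike measure. The SAM run here need not match the study's either. It was written after the published procedure, used log2 values and counted only genes with a name here. The same thresholds gave 32 lower genes by limma and 44 by SAM, and 136 genes by SAM with no requirement on fold. By limma the higher genes were 7 with median scaling or without AAV-Cre replicate 5 and 19 without AAV-Cre replicate 1. All these directions rest on the labels.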
